# The FLS (Fatty liver Shionogi) mouse reveals local expressions of lipocalin-2, CXCL1 and CXCL9 in the liver with non-alcoholic steatohepatitis

**DOI:** 10.1186/1471-230X-13-120

**Published:** 2013-07-23

**Authors:** Toshihisa Semba, Motoi Nishimura, Satomi Nishimura, Osamu Ohara, Takayuki Ishige, Sayaka Ohno, Ken Nonaka, Kazuyuki Sogawa, Mamoru Satoh, Setsu Sawai, Kazuyuki Matsushita, Fumio Imazeki, Osamu Yokosuka, Fumio Nomura

**Keywords:** Adipokine, Non-alcoholic steatohepatitis, Chemokine, Immunohistochemistry, Pathogenesis

## Abstract

**Background:**

Nonalcoholic fatty liver disease (NAFLD) encompasses a wide spectrum of diseases, ranging from simple steatosis to nonalcoholic steatohepatitis (NASH), which carries a significant risk of progression to cirrhosis and hepatocellular carcinoma. Since NASH is a progressive but reversible condition, it is desirable to distinguish NASH from simple steatosis, and to treat NASH patients at an early stage. To establish appropriate diagnosis and therapy, the pathological mechanisms of the disease should be elucidated; however, these have not been fully clarified for both NASH and simple steatosis. This study aims to reveal the differences between simple steatosis and NASH.

**Methods:**

This study used fatty liver Shionogi (FLS) mice as a NASH model, for comparison with dd Shionogi (DS) mice as a model of simple steatosis. Genome-wide gene expression analysis was performed using Affymetrix GeneChip Mouse Genome 430 2.0 Array, which contains 45101 probe sets for known and predicted genes. Quantitative reverse transcription polymerase chain reaction (qRT-PCR) and immunohistochemistry were used to investigate gene expression changes and protein localizations.

**Results:**

DNA microarray analysis of the liver transcriptomes and qRT-PCR of both types of mice revealed that LCN2, CXCL1 and CXCL9 mRNAs were overexpressed in FLS mouse livers. Immunohistochemistry showed that CXCL1 protein was mainly localized to steatotic hepatocytes. CXCL9 protein-expressing hepatocytes and sinusoidal endothelium were localized in some areas of inflammatory cell infiltration. Most interestingly, hepatocytes expressing LCN2, a kind of adipokine, were localized around almost all inflammatory cell clusters. Furthermore, there was a positive correlation between the number of LCN2-positive hepatocytes in the specimen and the number of inflammatory foci.

**Conclusions:**

Overexpression and distinct localization of LCN2, CXCL1 and CXCL9 in the liver of fatty liver Shionogi mice suggest significant roles of these proteins in the pathogenesis of NASH.

## Background

Nonalcoholic fatty liver disease (NAFLD) is the most common etiology of chronic liver disease in the United States and other developed countries [1]. It is closely associated with metabolic syndrome, which consists of a constellation of insulin resistance, central obesity, hypertension and dyslipidemia [2]. For this reason, NAFLD has been regarded as a hepatic manifestation of metabolic syndrome [3]. NAFLD includes a spectrum of liver diseases ranging from simple hepatic steatosis (SS) to nonalcoholic steatohepatitis (NASH) [4]; the latter is known to increase the risk of liver cirrhosis and hepatocellular carcinoma [5]. Individuals with simple steatosis rarely develop significant disease, whereas nearly 20% of those with NASH progress to end-stages of liver disease [6,7]. Evidence that cirrhosis and hepatocellular carcinoma are more likely to develop in individuals with NASH rather than those with SS suggests that NASH is a more serious form of liver injury [6,8,9].

NASH is histologically similar to alcoholic steatohepatitis, with the presence of macrovesicular steatosis, mixed inflammatory cell infiltration of the lobules, ballooning degeneration and necrosis of hepatocytes, Mallory body formation, and perisinusoidal fibrosis [7]. Although the pathogenesis of NASH remains unclear, hepatic steatosis is the setting for NASH, with multiple ‘hits’ , such as oxidative stress, inevitably leading to this progressive form of inflammatory liver disease [9,10]. Furthermore, the role of the gut microbiota and other new mechanisms in the development of NAFLD have recently been discovered [11]. An abnormality in the balance of secretion of cytokines and adipokines is thought to be one such multiple ‘hit’ [10,12]. Therefore, investigation of cytokines/adipokines has the potential to elucidate the pathogenesis of NASH and to lead to the discovery of relevant biomarkers. On the other hand, cytokines and adipokines are also affected by inflammation and in simple obesity. Thus, the pathological significance of the localization of these molecules in NASH livers remains unclear. Further detailed investigation is needed to develop cytokines and adipokines as NASH markers. From an ethical perspective [13], human liver biopsy cannot be performed casually because of its invasiveness, which has contributed to the delay in clarification of the pathological details of NASH. On the other hand, there are inbred experimental mice in which the development of spontaneous fatty liver is a result of specific gene mutations, such as ob/ob, db/db, fat/fat and tub/tub, although these animals do not develop spontaneous NASH [14-17]. In recent years, the inbred “fatty liver Shionogi” (FLS) mouse model has been developed [18]; these animals develop fatty livers in a setting of insulin resistance under normal environmental conditions, which finally progresses to concurrent hepatocellular carcinoma via steatohepatitis. These mice have been used as animal models to compare the pathophysiology of NASH with that of SS [18-22]. Therefore, in this study, as a first step toward development of novel NASH biomarkers, these mice and DS mice, which are a sister strain of FLS, were used for evaluation and comparison of their hepatic transcriptomes.

## Methods

### Animals

FLS and DS mice (9 each), aged 12 weeks, were obtained from Aburabi Laboratories, Shionogi Research Laboratories (Shionogi and Co., Ltd, Shiga, Japan).The FLS mice were derived from the C line of an outbred ddN colony [23] and were established as an inbred strain by full-sib mating. The DS mice were derived from the A line of an outbred ddN colony and were also established as an inbred strain by full-sib mating [23]. The DS strain does not manifest liver abnormalities, including NASH phenotype, [18] and was, thus, used as a reference strain in this experiment. The mice, kept in separate cages to prevent fighting, were housed in an air-conditioned room at 23 ± 3°C and 50 ± 20% relative humidity, with a 12 h light/12 h dark cycle (6:00–18:00 hours). All mice were given a standard pellet diet (CE-2; Clea Japan Inc, Tokyo, Japan), and free access to water. The physiological and biochemical parameters of the mice are summarized in Table 1. All experiments were carried out in accordance with the Animal Experimentation Guidelines of Chiba University and the study protocol was approved by the Ethical Committee of Graduate School of Medicine, Chiba University.

**Table 1:** Physiologic and biochemical parameters in FLS and DS mice at 19 weeks of age

**Variable**	**FLS**		**DS**		***P*value**
Food intake (g/day)	4.0	±0.1	4.1	±0.1	NS
Body weight (g)	33.0	±6.2	45.4	±3.7	<0.001
Tissue weights					
Liver (g)	1.65	±0.44	1.85	±0.33	NS
Liver (g)/BW(g) × 100	4.96	±0.75	4.06	±0.53	<0.01
Serum					
AST (IU/L)	77	±20	51	±18	NS
ALT (IU/L)	84	±50	23	±3	<0.05
T-Cholesterol (mg/dL)	110	±5	107	±14	NS
Triacylglycerol (mg/dL)	103	±42	85	±32	NS

Abbreviations: *AST* aspartate aminotransferase, *ALT* alanine aminotransferase, *NS* not significant.

Mean ± SD. (n = 3 to 9)

Mann–Whitney U-test for comparisons between groups.

### Sample collection

After administration of pentobarbital (Nembutal, Abbott Laboratories, Chicago, IL, USA) for euthanizing the animals, saline perfusion was performed to remove organ blood, and the livers were immediately removed, weighed and sliced; one portion was fixed in a 15% neutral formalin buffer solution, pH 7.4 (Wako Pure Chemicals, Tokyo, Japan) and embedded in paraffin for histological analysis, and the rest were snap frozen in liquid nitrogen and stored at −80°C for subsequent analysis.

### Light microscopy

Fixed tissues embedded in paraffin were sectioned and, after appropriate standard treatments, were stained with hematoxylin and eosin (H&E). The remaining formalin-fixed liver tissues were processed for oil red O and Masson’s Trichrome staining. Assessment of NAFLD specimens was based on the criteria described by Matteoni [7].

### Microarray data analysis

Total RNA was extracted from the livers of 3 FLS and 3 DS mice at 19 weeks of age using RNeasy mini kits (QIAGEN Inc., Valencia, CA, USA). RNA from each strain was pooled and subjected to messenger RNA expression profiling using a microarray (Mouse genome 430 2.0 array, Affymetrix, Santa Clara, CA, USA). A copy of the full microarray data set has been deposited in GEO Express (accession no. GSE45624) and were normalized and analyzed using the MBEI (PM-only) algorithm [24]. The 14 candidate NASH biomarkers (Table 2) having larger expression differences between FLS livers and DS livers were chosen according to criteria shown in Figure 1. Among these candidates, we focused on genes encoding immune response proteins (such as chemokines and adipokines), because the number of hepatic inflammatory cells differs markedly between NASH and SS, being minimal in SS and significantly up-regulated in NASH [25].

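FLS mice served as the model of NASH and DS mice, an inbred strain from another line of the same outbred colony, as the reference strain and model of simple steatosis. The data are 2 Affymetrix Mouse Genome 430 2.0 arrays, 1 hybridized with the pooled liver RNA of 3 FLS mice and 1 with that of 3 DS mice, all 19 weeks of age. Each array carries 45101 probe sets, groups of short oligonucleotides that match a transcript or several related ones. The deposited values are signal intensities on a linear scale, which the authors computed from the perfect-match probes alone by a model-based expression index. How the 2 arrays were scaled to each other is not given in the sources used here. The median signal intensity was 120.3 in the FLS pool and 125.2 in the DS pool, and 16.4% of the probe sets in the FLS pool and 16.0% in the DS pool exceeded 500. The hybridization controls, bacterial and phage transcripts, had FLS/DS ratios between 0.963 and 1.05 over 18 probe sets, while 24 probe sets of the bacterial labelling controls dap, lys, phe and thr had ratios between 0.933 and 1.21 with a median of 1.11. Fold changes are FLS/DS ratios of these signals, and a ratio with 1 signal near or below the array medians is a bound. Of the 14 genes of Table 2, 10 were read from the probe set with the accession given there and Gdf15 from the probe set with equal signals, while Ang, Cxcl1, Col1a2 and genes outside Table 2 were read from their probe set with the highest mean signal. Genes were grouped in 33 lists, and a list member counted as measured if its signal exceeded 500 in at least 1 pool. The median log2 ratio of a list was placed among those of 10000 random lists of the same size and like signal, and its percentile describes these 2 arrays only. With 1 array per strain, no difference has a replicate check and no p-value can be given. The fold change of Actb, the reference gene of the qRT-PCR, was 0.867, so division by Actb would shift every log2 ratio, and thus their median, upward by 0.21.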

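All 14 genes of Table 2 had a higher signal intensity in FLS livers, with fold changes from 2.00 to 6.99. The highest belonged to Orm2, an acute phase glycoprotein, at 3262 in the FLS pool and 467 in the DS pool. Saa3, another acute phase gene, had a fold change of 2.25. Of 21 measured acute phase genes, 3 were at least 2-fold higher in FLS livers (Orm2, Lcn2 and Saa3), 1 was at least 2-fold lower and 17 lay between. The lower one was Lbp, the lipopolysaccharide binding protein, at 1662 in FLS and 4034 in DS livers. The median log2 ratio of this list was 0.05, at percentile 82.3.

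Col3a1 had a signal of 1409 in FLS and 507 in DS livers (fold change 2.78), and Col1a2 of 633 and 316 (fold change 2.00). These were the 2 of 10 measured genes of collagens and fibrosis that reached a 2-fold difference. Col1a2 fell short of it under quantile normalization or loess, and over other scalings of the arrays the number ranged from 1 to 4. The other 8 had ratios above 1 and below 2, among them Col14a1 at 1.82 and the matrix protein gene Sparc at 1.76. The median log2 ratio of all 10 measured genes was 0.51, at percentile 99.9. Markers of hepatic stellate cells, the main collagen-producing cells of the liver, had a median log2 ratio of 0.39 over 7 measured genes, at percentile 99.3. Of these, Vim was 2.39-fold higher, while Reln had a ratio of 1.38, Dcn of 1.37 and Ecm1 of 1.31. Among other markers, looked up after the values were seen, the activation marker Acta2 had a ratio of 0.919 and, with signals below 500, Pdgfrb had a ratio of 2.02 and Pdgfra of 1.68, but Des of 0.987, Ngfr of 0.885, Gfap of 0.882 and Lrat of 0.880. Over all 15 stellate cell markers without a signal limit the median log2 ratio was 0.22, at percentile 99.3.

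Hc, which encodes complement component C5, had a signal of 7329.8 in FLS and 2321 in DS livers, a fold change of 3.16. It was the single gene of 29 measured complement and coagulation genes to reach a 2-fold difference. Mbl2 in this list had a ratio of 1.36, F12 of 1.34 and C1qc of 0.751. The list median was -0.00094 on the log2 scale, at percentile 33.6, and 0.20 after division by Actb. Ang and Rnase4, neighbouring genes of the RNase A family, had fold changes of 4.31 and 2.43 and were the 2 measured members of a list of 8, with a median log2 ratio of 1.69. Over all 8 genes without a signal limit the median was 0.056, at percentile 94.7. The signal of Ang was 2415 in FLS and 559.7 in DS livers.

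Igfbp2, a binding protein of insulin-like growth factors, had a signal of 12400.5 in FLS and 4979.9 in DS livers, a fold change of 2.49. Of 15 measured genes of gluconeogenesis and insulin signalling, 2 were at least 2-fold higher and 3 at least 2-fold lower. Trib3, a pseudokinase gene induced by cellular stress, had a ratio of 4.13, Igfbp1 of 0.409 and the glucose-6-phosphatase gene G6pc of 0.390. The list median was -0.09 on the log2 scale, at percentile 6.24, and 0.12 after division by Actb. Gdf15, a stress-induced cytokine, had a fold change of 4.60 on a probe set that carries no gene annotation here and was recognized by its equality with both signals of Table 2. The fold change was 2.41 for Gm6484, now named Angptl8, and 2.30 for Pm20d1. The lists were drawn up with Table 2 at hand, so its genes in them are not independent evidence.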

**Table 2:** Microarray identified genes differentially expressed in FLS and DS mice at 19 weeks of age

**Genebank accession**	**Gene symbol**	**Gene description**	**Fold change**	**Signal intensity** **FLS**	**DS**
NM_011016	Orm2	orosomucoid 2	7.0	3262.0	466.7
NM_011819	Gdf15	growth differentiation factor 15	4.6	3100.4	674.6
AL385586	Ang	angiogenin, ribonuclease, RNase A family, 5	4.5	1512.2	338.5
X14607	Lcn2	lipocalin 2	4.3	1439.9	331.8
NM_010406	Hc	hemolytic complement	3.2	7329.8	2321.0
NM_008599	Cxcl9	chemokine (C-X-C motif) ligand 9	28	982.1	350.7
AW550625	Col3a1	collagen, type III, alpha 1	2.8	1409.3	507.4
BB554288	Cxcl1	chemokine (C-X-C motif ) ligand 1	2.6	3938.2	1515.6
AKO11784	lgfbp2	insulin-like growth factor binding protein 2	2.5	12400.5	4979.9
BC005569	Rnase4	ribonuclease, RNase A family 4	2.4	7907.8	3254.3
BM122014	Gm6484	predcited gene 6484	2.4	1462.2	605.6
BC025830	Pm20d1	peptidase M20 domain containing 1	2.3	3390.0	1471.5
NM_011315	Saa3	serum amyloid A 3	2.2	1242.3	553.2
BF227507	Col1a2	collagen, type l, alpha 2	2.0	632.6	315.6

**Figure 1:**
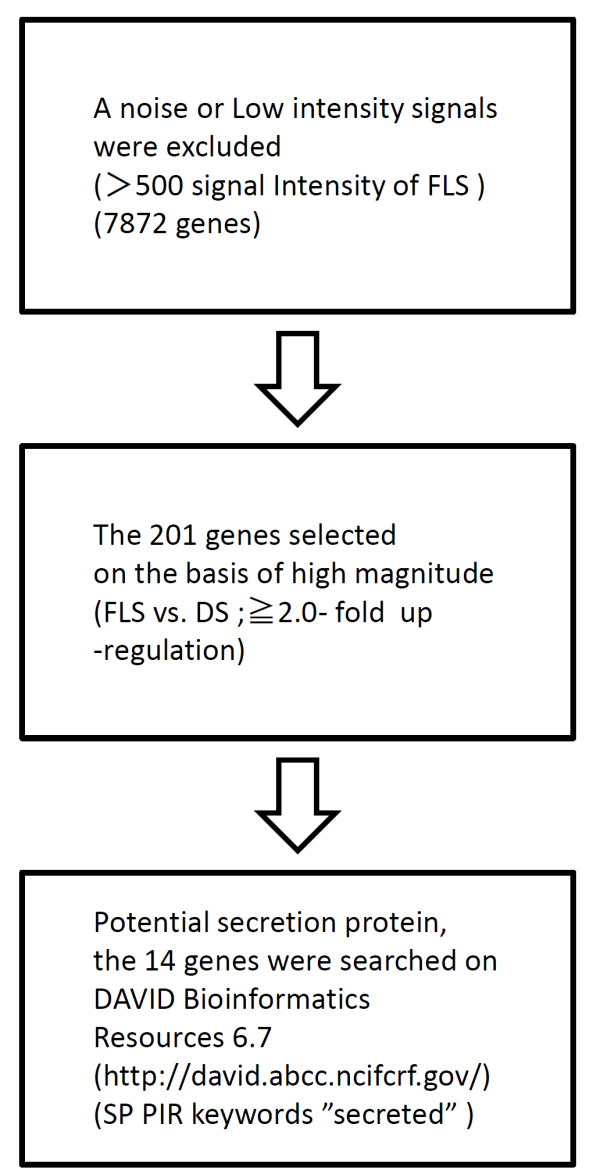
**Strategy for selection of potential serum biomarkers.** The potential serum biomarkers were searched for in the copy of the full microarray data set has been deposited in GEO Express (accession no. GSE45624). Biomarkers were selected on basis of higher the gene expression ratio and potential secretion protein.

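In FLS livers, 7413 probe sets, which represent 4831 named genes, had a signal intensity above 500. Of these, 186 probe sets (128 genes) had an FLS/DS ratio of at least 2.0. In the opposite direction, 158 probe sets (107 genes) had a DS signal above 500 and were at least 2-fold lower in FLS livers. Among named genes, the highest ratios were those of Wfdc21 (25.5), a whey acidic protein family member, and Mgst2 (20.0), a microsomal glutathione S-transferase. Meg3, an imprinted noncoding RNA, followed at 19.8, the fatty acid omega-hydroxylase gene Cyp4a14 at 17.5 and the DNA repair gene Rad51b at 16.7. Gstp3 had a fold change of 13.3, E-cadherin (Cdh1) of 10.4, cyclin D1 (Ccnd1) of 9.83, Cyp2b10 of 9.60 and Lratd2 of 9.47. The DS signals of Mgst2 (56.5), Cyp4a14 (84.6), Cdh1 (124), Rad51b (136), Lratd2 (154) and Cyp2b10 (156) lay near the array medians, so their ratios are bounds and the order of the genes is not fixed. None of these 10 genes is in Table 2. Of the 186 probe sets, 25 could not be assigned to 1 gene symbol here, among them 1 with a ratio of 31.2, a bound over a DS signal of 62.6, and 1 with a ratio of 28.9.

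Of these 186 and 158 probe sets, 54.1% were higher in FLS livers. The share was 68.6% after division of all ratios by that of Actb, which gives 273 higher, and 48.4% with a signal above 500 required in both pools, which leaves 76 higher and 81 lower. The choice of secreted proteins among the selected genes was not repeated.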

### Quantitative real-time polymerase chain reaction

Total RNA was extracted from all mouse livers using an RNeasy Mini kit and DNeasy Tissue kit (QIAGEN Inc., Valencia, CA, USA). cDNA was synthesized from total RNA with the first-strand cDNA Synthesis kit for RT-PCR (Roche, Mannheim, Germany). Quantitative (q) PCR was carried out on the LightCycler 480 System (Roche Diagnostics, Rotkreuz, Switzerland) using the LightCycler 480 SYBR Green I Master (Roche Diagnostics). The PCR primers used in this study are listed in Table 3. Relative levels of mRNA in each sample were expressed after normalization to β-actin as a housekeeping gene.

**Table 3:** PCR primers used in this study

**Primer**	**Forward**	**Reverse**	**Tm value (°C)**	**Product size (bp)**
Lcn2	CTGTCGCTAGATCAGAAC	TGTACCTGAGGATACCTGTGC	60	89
Cxcl1	AGCCACACTCAAGAATGGTCG	TTACTTGGGGACACCTTTTAG	60	200
Cxcl9	CCGAGGCACGTCCACTTACA	TCTAGGTTTGATCCCGTTC	60	117
β-actin	CATCCGTAAAGACCTCTATGCCAAC	ATGGAGCCACCGATCCACA	60	171

### Immunohistochemistry

The primary antibodies used in this study are listed in Table 4. Immunohistochemistry was performed on both paraffin-embedded and frozen sections according to standard protocols. The LSAB + system (DAKO Japan, Kyoto, Japan) was used to visualize the tissue antigens lipocalin-2 (LCN2), CXCL1 and CXCL9, according to the manufacturer’s instructions. Histofine Simple Stain MAX-PO (R) (Nichirei, Tokyo, Japan) and DAB solution (Dako) were used to visualize CD3, F4/80 and the neutrophil marker, according to the manufacturer’s instructions.

**Table 4:** Primary Antibodies used in this study

**Antibody**	**Catalog number**	**Host**	**Cell identified**	**Source**	**Tissue fixation**	**Titre**
Lcn2	AF1857	Goat	-	R&D Inc. *	Formalin	1:50
Cxcl1	AF-453-NA	Goat	-	R&D	Formalin	1:100
Cxcl9	AF-492-NA	Goat	-	R&D	Formalin	1:100
Neutrophil Marker	sc-59338	Rat	Neutrophils	Santa Inc. †	Formalin	1:200
CD3	sc-101442	Rat	Lymphocytes	Santa	Frozen	1:500
F4/80	sc-59171	Rat	Macrophages	Santa	Formalin	1.50

*R&D Systems Inc., Minneapolis, Minnesota, USA. †Santa Cruz Biotechnology Inc., Santa Cruz, California, USA.

### Morphometric analysis

The number of LCN2-positive hepatocytes and inflammatory foci (which included lymphocytes, macrophages and neutrophils) were evaluated by computer-aided morphometry, as reported previously [26]. Data were expressed as mean cell count per 1 cm^2^ area of tissue.

### Western blot analysis of LCN2

Protein extraction and western blotting were performed as described previously [27] Anti-lipocalin-2 goat polyclonal antibody (R&D Systems, Inc., AF1857) diluted 1:250 and anti-β-actin goat polyclonal antibody (Santa Cruz Biotechnology Inc., Santa Cruz, CA, USA) diluted 1:500 in blocking buffer were used as primary antibodies.

### Statistical analysis

Statistical analyses were performed using nonparametric tests (R, version 2.13.2) [28]. Differences between the two groups were evaluated by the Mann–Whitney U-test. Associations between two parameters were evaluated by Spearman rank correlation coefficients (Spearman’s ρ). *P* values < .05 were considered significant.

## Results

### Histopathological observations

Large and small vacuoles were observed in H&E stained liver specimens from both FLS and DS mice (Figure 2A, B). Fat droplets in FLS livers were larger than those in DS mice, and mild phagocytic infiltration of the liver lobules was found in 8 FLS animals (89%), but in none (0%) of the DS group animals (Figure 2C;a) (Table 5). Balloon-like swelling of hepatocytes (a finding suggestive of hepatocyte volume impairment due to excess fat accumulation) was noted in 5 DS animals (56%) and in 8 FLS animals (89%) (Figure 2C;b). Foamy appearance and eosinophilic necrosis were noted in FLS mice (Figure 2C;c, 2C;d, 3D). Mild fibrosis of the liver was observed by Masson’s Trichrome staining in several FLS mice (Figure 2C;e). Staining by Oil red O confirmed accumulation of neutral fat in the vacuoles (Figure 2C;f). Therefore, these experimental 19-week-old FLS and DS mice were adopted as the NASH and fatty liver models, respectively.

**Figure 2:**
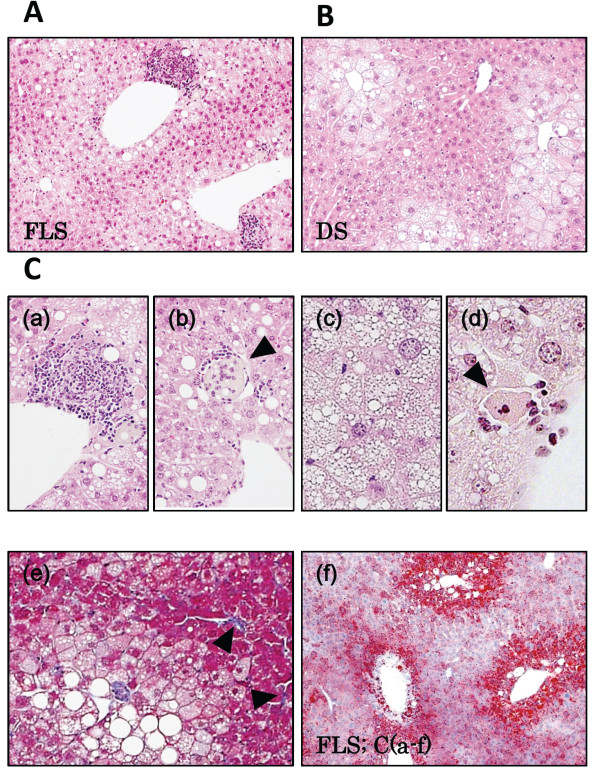
**Microscopic findings in FLS and DS mouse livers at 19 weeks of age. (A)** FLS mice, **(B)** DS mice, **(C)** Microscopic characteristics of FLS mice at 19 weeks: **(a)** Focus of inflammation; **(b)** Balloon cells; **(c)** Foamy cell (arrowhead); **(d)** Acidophilic body (arrowhead); **(e)** Fibrosis (arrowheads); **(f)** Oil Red O staining. **(A-C)** Hematoxylin and Eosin staining, original magnifications: A, B, ×100; C-a, c, ×200; C-b, d, ×400. **(C-e)** Masson’s Trichrome staining; original magnification, ×200. **(C-f)** Original magnification, ×60.

**Table 5:** Histology of various FLS and DS mouse tissues

**Strain**	**Age (weeks)**	**No. of mice**	**Incidence**			
			**Normal(%)**	**Fatty liver(%)**	**Ballooning hepatocyto(%)**	**Steatohepatitis(%)**
FLS	19	9	0(0)	9(100)	8(89)	8(89)
DS	19	9	1(11)	8(89)	5(56)	0(0)

### Varying degrees of inflammatory cell infiltration in NASH mice

Clusters of hepatic inflammatory cells were identified in the 19-week-old FLS mice by immunohistochemical staining; neutrophil-marker-positive (Figure 3A), CD3-positive (Figure 3B) and F4/80-positive (Figure 3C, D) cells coexisted in these liver samples. A larger number of positive reactions to neutrophil markers than to F4/80 or CD3 were found.

**Figure 3:**
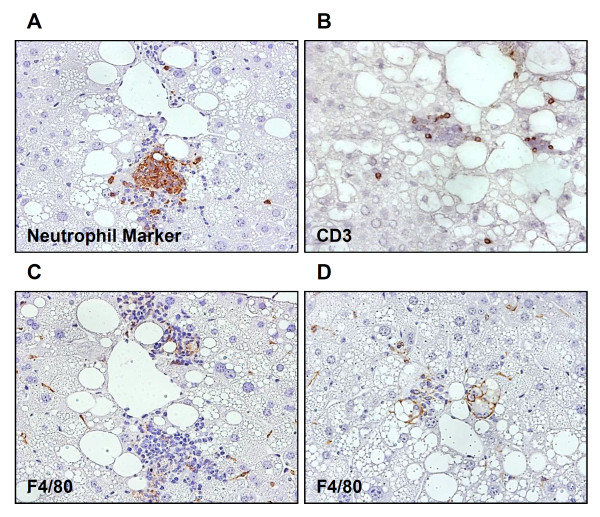
**Immunohistochemistry of hepatic inflammatory focus in FLS mice at 19 weeks of age.** The inflammatory infiltration consisted of various immune cells. Immunostaining for **(A)** neutrophils, **(B)** lymphocytes, and **(C, D)** macrophages. Original magnification, ×400. Inflammatory cells mainly consisted of neutrophils and lymphocytes.

### Identification of altered gene expression in NASH mice

As mentioned, we found marked fatty changes and inflammatory cell accumulations in FLS livers. We also found that these inflammatory cells were heterogenous. They mainly consisted of neutrophils and lymphocytes. Therefore, we focused on inflammation-related molecules, especially adipokines and chemokines, as possible NASH biomarker candidates. Messenger RNA expression profiling revealed that adipokines (LCN2) and chemokines (CXCL1, CXCL9) were among the genes upregulated in FLS livers (Table 2).

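Lcn2, Cxcl1 and Cxcl9 each had a higher signal intensity in FLS livers than in DS livers. Lcn2 encodes lipocalin-2, an iron-siderophore binding protein that the paper counts among adipokines. Its probe set had a signal of 1439.9 in the FLS pool and 331.8 in the DS pool, a fold change of 4.34. Cxcl1, a chemoattractant of neutrophils, had a signal of 3938 in the FLS pool and 1516 in the DS pool, a fold change of 2.60. Cxcl9, an interferon-induced chemoattractant of T lymphocytes, had a signal of 982 in the FLS pool and 351 in the DS pool, a fold change of 2.80.

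Of 32 chemokine genes on the array, 4 were measured, of which 2 were at least 2-fold higher and none at least 2-fold lower in FLS livers. Cxcl12 had a fold change of 1.01 and Ccl9 of 0.573. The median log2 ratio of the 4 genes was 0.69, at percentile 99.8, but it was 0.012 over the 3 genes with signals above 500 in both pools, a group without Cxcl9. Over all 32 genes without a signal limit the median was 0.063, at percentile 99.88. Below 500, Ccl5 had a signal of 297 in FLS and 145 in DS livers, Cxcl10 of 173 and 86.5, and Cxcl11 of 208 and 121, genes picked out after the values were seen. Of 18 adipokine genes, 9 were measured, of which Lcn2 was at least 2-fold higher and 2 were at least 2-fold lower. The lower genes were Nampt, which encodes visfatin, with a fold change of 0.445, and Serpina12, which encodes vaspin, with 0.376. Rarres2, the gene of chemerin, had a fold change of 0.797. The median log2 ratio of the adipokines was 0.0015, at percentile 35.8, with values from -0.04 to 0.21 under other scalings of the arrays. Over these scalings the number of adipokines at least 2-fold lower was 1 or 2.

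None of 11 neutrophil markers exceeded 500 in either pool, and S100a8, looked up after the values were seen, had a signal of 81.5 in FLS and 110.2 in DS livers. None of 19 markers of T and NK cells exceeded 500 in either pool. As the inflammatory cells in FLS livers were mainly neutrophils and lymphocytes, the paper focused on adipokines and chemokines, and from the signals in Table 2 it states that these 3 genes were among those upregulated.

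**Figure D1:**
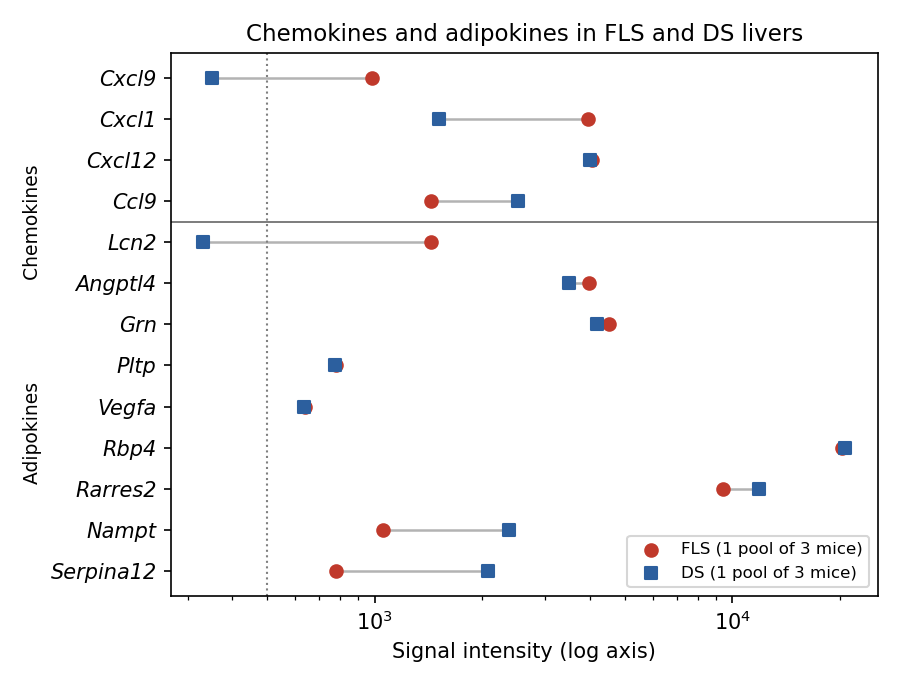
Signal intensities (log axis) of the 4 measured chemokines and 9 measured adipokines in the FLS pool (circles) and the DS pool (squares), 1 array each, ordered by fold change within each group. The dotted line marks a signal of 500. Lcn2, Cxcl1 and Cxcl9 have their FLS signal to the right of their DS signal by 4.34-fold, 2.60-fold and 2.80-fold, while Serpina12, Nampt and Ccl9 have it to the left.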

### Detection of LCN2 by qRT-PCR and immunohistochemistry

Real-time PCR was used to determine the amounts of LCN2 gene expression in the livers of 19-week-old mice; expression was found to be increased significantly in FLS compared to DS mice (0.118 ± 0.1015 vs. 0.01 ± 0.005, P = 0.00004) (Figure 4A). Western blot analysis confirmed that LCN2 protein was increased in FLS as compared to DS mice (Additional file 1: Figure S1). Strongly positive immunohistochemical staining was observed in parenchymal hepatic cell cytoplasm, especially those in the vicinity of inflammatory cells (Figure 4D). Furthermore, the number of LCN2-positive cells per unit area, as determined by morphometric analysis, was significantly greater in FLS as compared to DS mice (P = 0.00028) (Figure 5A). Similarly, evaluation of the number of foci of inflammatory cell clusters in serial sections by H&E staining revealed that the number was significantly greater in FLS as compared to DS mice (P = 0.0004) (Figure 5B). There was a positive correlation between the number of LCN2-positive hepatic cells per unit area and the number of inflammatory cell clusters in both groups of mice (Spearman’s ρ = 0.834; P = 1.09E-05) (Figure 5C).

**Figure 4:**
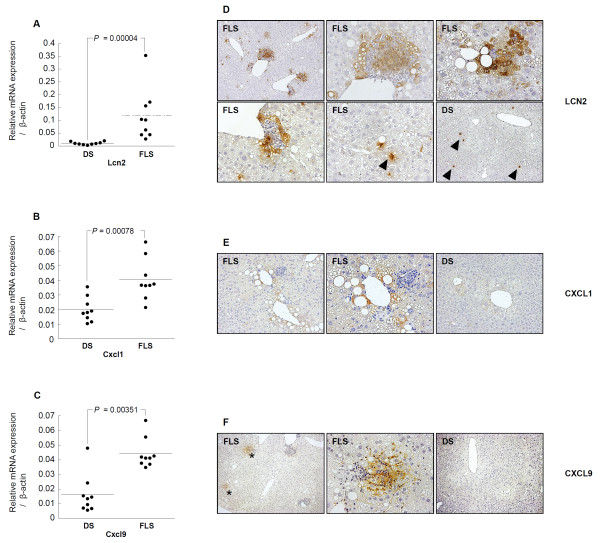
**Confirmation of changes in the expression of several genes and representative findings of immunohistochemical staining in FLS and DS mice livers at 19 weeks of age.** Real-time PCR analysis of liver tissue from mice (n = 18) revealed altered gene expression for **(A)** LCN2, **(B)** CXCL1, and **(C)** CXCL9, as detected by microarray analysis. Analysis results of the three genes were in directional concordance with microarray results and were statistically significantly upregulated in FLS compared with DS mice (p < 0.05). Differences between the FLS and DS groups were assessed by the Mann–Whitney U-test. **(D)** Hepatocytes strongly positive for LCN2 were aggregated close to most inflammatory foci, whereas DS mice hepatocytes were scarcely stained. LCN2 protein was also expressed in some mononuclear cells in both types of mice (arrowheads). **(E)** CXCL1 showed strong staining in some steatotic hepatocytes of FLS mice compared with faint staining in DS mice. **(F)** CXCL9 showed strong staining in the sinusoidal endothelium and hepatocytes present in the vicinity of some inflammatory cell clusters in FLS mice (asterisks), whereas DS mice hepatocytes were scarcely stained.

**Figure 5:**
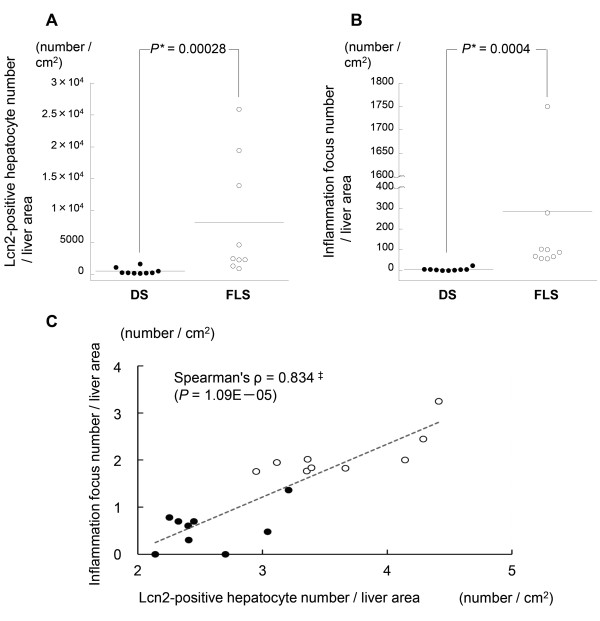
**Quantification of LCN2 and inflammation in hepatic specimens from 19-week-old mice. (A)** LCN2 protein expression: number of positive hepatocytes per cm^2^; **(B)** Number of inflammatory foci per cm^2^; **(C)** Correlation between LCN2 protein-expressing hepatocytes (log scale) and number of inflammatory foci (log scale) (n = 19). *Mann–Whitney U-test. ^‡^Spearman rank correlation coefficient; solid circles, DS; open circles, FLS.

### Detection of CXCL1 by qRT-PCR and immunohistochemistry

Real-time PCR revealed that CXCL1 mRNA expression was increased significantly in FLS as compared to DS mice (0.041 ± 0.014 vs. 0.02 ± 0.001, P = 0.00078) (Figure 4B). Furthermore, strongly positive CXCL1 staining was found in steatotic hepatocytes; staining intensities tended to be stronger in FLS as compared to DS mice (Figure 4E).

### Detection of CXCL9 by qRT-PCR and immunohistochemistry

The amount of CXCL9 mRNA expression was found to be increased significantly in FLS as compared to DS mice (0.044 ± 0.01 vs. 0.016 ± 0.001, P = 0.00351) (Figure 4C). Furthermore, strongly positive CXCL9 staining was found in the cytoplasm of hepatic parenchymal cells in the vicinity of inflammatory cells, especially in the sinusoidal endothelium, although some of these cells were completely negative for CXCL9 (Figure 4F). This positive reactivity was greater in FLS as compared to DS mice.

## Discussion

NASH is a progressive disease; hence, discriminating between benign fatty liver and NASH is very important for prediction of its prognosis. Although establishment of appropriate diagnosis and therapy requires elucidation of the pathological mechanisms of this condition, these have not been fully clarified for NASH and NAFLD.

NAFLD is a complex disease with no simple answers [12]. However, epigenetic mechanisms of nuclear chromatin remodeling and oxidative stress, in particular, are increasingly being recognized as crucial factors in the pathophysiology of NAFLD [11]. Oxidative stress is associated with the secretion of inflammatory biomolecules, including cytokines. Indeed, during the chronic inflammation present in NASH, a systemic release of pro-inflammatory mediators from the liver occurs [11]. Therefore, it is likely that detailed study of the dynamic state of cytokine and adipokine levels in the NASH liver may lead to deeper understanding of the disease, as well as development of better disease markers.

The present study was a search for candidate NASH markers through comprehensive gene expression analysis of livers from NASH- and SS-model mice. Interestingly, one adipokine (LCN2) and two chemokines (CXCL1, CXCL9) were included in the top 14 genes identified as candidate NASH markers (Table 2). 

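Within the 186 probe sets selected by signal and ratio, Lcn2 ranked 45, Cxcl9 ranked 84 and Cxcl1 ranked 99 by fold change. The 14 genes of Table 2 spread over most of this range, from rank 25 for Orm2 to rank 185 for Col1a2. Some ratios among the 186 are bounds over DS signals near the array medians, so these ranks are not fixed. Among these 14 genes, Lcn2 ranked 3, after Orm2 and Gdf15, Cxcl9 ranked 6 and Cxcl1 ranked 8. Lcn2 ranks 4 if Ang is read from the probe set with the signals of Table 2, whose fold change was 4.47. Each gene was also set against the 1000 probe sets nearest to it in mean signal, since ratios scatter more at low signals. A ratio as high as that of Lcn2 was found in 3 of its 1000, as high as that of Cxcl1 in 1, and as high as that of Cxcl9 in 8. The numbers for the other genes of Table 2 ran from 1 for Hc to 18 for Col1a2 and for Gm6484. These numbers describe the scatter across probe sets of 1 pair of arrays and not the variation between mice. The genes of Table 2 were chosen by their ratios on the same arrays, so small numbers are partly built in.

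**Figure D2:**
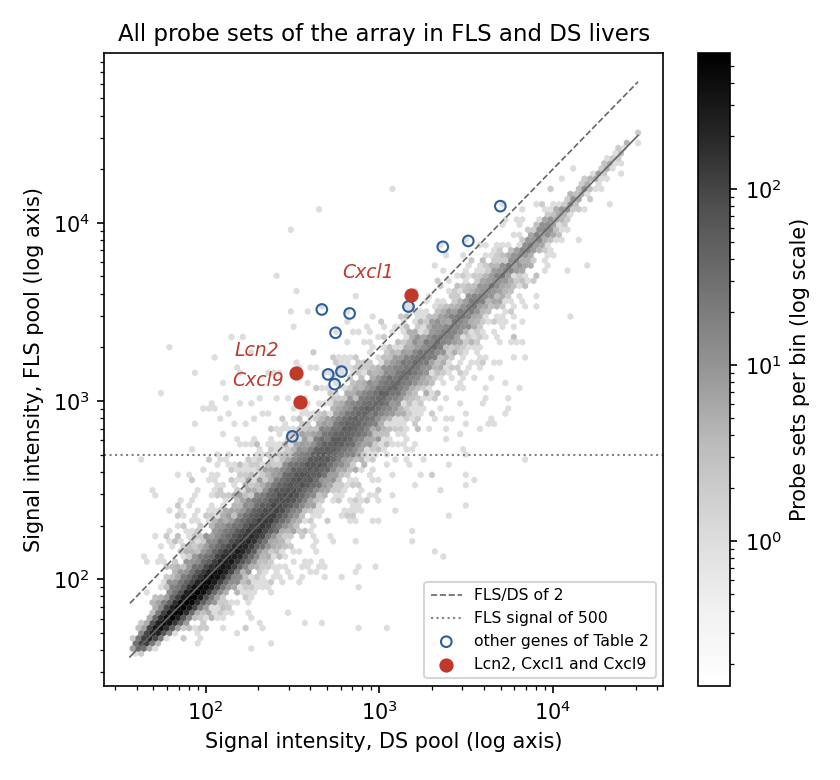
Signal intensity in the FLS pool against that in the DS pool (both log axes) for all 45101 probe sets, shaded by the number of probe sets per bin on a log scale. The solid line marks equal signals, the dashed line an FLS/DS ratio of 2 and the dotted line an FLS signal of 500. Lcn2, Cxcl1 and Cxcl9 (filled circles) and the other genes of Table 2 (open circles) lie on or above the dashed line, and the 14 genes have ratios from 2.00 to 6.99.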

Inflammatory cells prominent in FLS mouse livers mainly consisted of neutrophils and lymphocytes (Figure 3). Therefore, we focused on expression levels of lymphokines and chemokines in this study. In terms of distribution in the hepatic lobule, focal expressions of LCN2 were found in hepatic parenchymal cells in the vicinity of inflammatory cell clusters by immunohistochemical staining techniques (Figure 4D), and correlations were found between the number of inflammatory clusters and number of LCN2-positive cells in the NAFLD (NASH and SS) mice (Figure 5C).

LCN2 was originally reported as a glycoprotein (NGAL) with a molecular weight of 25 kDa that is present in leukocytes [29]. Since then, it has been reported that it is expressed in the liver upon administration of endotoxin [30] and that it is produced in hepatic cell lines in response to exposure to hydrogen peroxide [31]. In NASH, the involvement of endotoxin, oxidative stress and cytokines have been indicated as some of the multiple ‘hits’ [11,12]; this is compatible with the current findings of LCN2 expression in NASH livers (Figure 4A, Additional file 1 Figure S1). Furthermore, expression of LCN2 protein was prominently observed in hepatic parenchymal cells in the vicinity of inflammatory cells (Figure 4D). This suggests that the hepatocytes in this microenvironment are subjected to stresses, such as oxidative stress and exposure to cytokines. In recent years, it has been reported that LCN2 plays a role in protecting hepatic cell lines from the toxicity of hydrogen peroxide [32]. When combined with the current results on the focal presence of LCN2 protein in the NASH liver, it is possible that, in the pathogenesis of NASH, liver LCN2 expression is increased in response to cytotoxic stresses having origins in inflammatory cells. On the other hand, there is a report indicating prominent expression of LCN2 in the liver and visceral adipose tissues, together with elevated blood levels, in obese mice due to excessive food intake, suggesting an association between low-grade inflammation and diet-induced obesity [33]. In another study as well, prominent expression of the LCN2 protein was found in the visceral adipocytes of obese patients (with insulin resistance and elevated high-sensitivity CRP but without apparent liver injury) [34]. Thus, the results of the present study are consistent with previous studies suggesting relationships between fatty change, insulin resistance, inflammatory cell infiltration and LCN2 expression in local tissues. However, further basic or clinical studies are needed to test the pathogenic or diagnostic values of LCN2 expression.

CXCL1 is known as a chemokine for neutrophils [35]. Forced expression of the CXCL1 gene in the rat liver was accompanied by neutrophil infiltration, and led to hepatic dysfunction (elevation of aspartate aminotransferase and alanine aminotransferase) [36]. Furthermore, a correlation was found between CXCL1 protein concentration and neutrophil count in the liver of patients with alcoholic hepatitis [37]. In addition, neutrophilic infiltration of liver tissue is known to cause insulin resistance in the liver [38]. In the present study, CXCL1 protein was observed mainly in the loci of steatotic hepatocytes, the staining intensities of which tended to be stronger in FLS compared to DS mice (Figure 4E), and a large number of infiltrating neutrophils were observed in the liver of FLS mice (Figure 3). To the best of our knowledge, this study is the first to report the localization of CXCL1 protein in the NASH liver; these results, considered together with those of previous studies [35-38], suggest that CXCL1 is indeed involved in the accumulation of hepatic neutrophils in this disease and that neutrophilic infiltration may be involved in insulin resistance in FLS livers [21,22].

While CXCL1 expression is elevated by the administration of lipopolysaccharides in adipocytes co-cultured with macrophages, this is not the case when lipopolysaccharide is administered to adipocytes or macrophages alone [39]. In addition, it is reported that CXCL1 gene expression in the liver is elevated, and that the number of myeloperoxidase-positive neutrophils is increased, by provoking Fas-induced apoptosis in the livers of mice with obesity induced by a high-fat diet [40]. We observed macrophage clusters and eosinophilic necrotic cells in the NASH mouse model used in the current study (Figure 2). Furthermore, expression of CXCL1 was significantly higher in the livers of NASH mice than SS mice (Figure 4B). These results suggest the possibility that, in comparison to SS livers, interactions between a number of hepatic factors and fat deposits could be involved in the greater elevation of CXCL1 expression in NASH livers; additional studies are required to explore the mechanisms leading to hepatic CXCL1 elevation in NASH.

CXCL9 is a chemokine with a molecular weight of 14 kDa that is chemotactic for Th1 (CD4 + T lymphocytes) and NK cells, and is mediated by the CXCR3 receptor [41]. It has been reported that CXCL9 gene expression is elevated after stimulation of mouse monocytes, neutrophils and hepatocytes by interleukin γ and viral infection [42]. In the livers of HCV-infected mice, this protein was found to be expressed in hepatic parenchymal cells in the vicinities of sinuses and lymphocytes [43], and was also related to the grade of hepatic fibrosis [43,44]. In addition, it has been reported that *in vitro* experiments have suggested the possibility that migration of CD4 + T lymphocytes to hepatic parenchyma in response to CXCL9 chemotaxis is mediated by biliary epithelial cells [45]. In the current experiments, expression of this protein was found in the hepatic parenchyma and sinusoids in the vicinity of some of the inflammatory cell clusters in NASH livers (Figure 4F), consistent with previous reports; to the best of our knowledge, this is the first clear demonstration of the localization of CXCL9 protein in the NASH liver. Additionally, in this study, CXCL9 gene expression in NASH mice was greater than that in SS mice (Figure 4C). We also found CD3 positive pan-T cells in the NASH livers (Figure 3B). These results suggest the possibility that CXCL9 is involved in hepatic inflammatory cell infiltrations in NASH.

## Conclusions

In conclusion, as a result of comparative transcriptome analysis of mice livers presenting with NASH and SS, we found that the adipokine LCN2, and chemokines CXCL1 and CXCL9 are overexpressed in NASH livers. 

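Cxcl1 is represented by 3 probe sets, and its fold change on the other 2 was 2.36 and 2.46. Lcn2 has a single probe set on the array. Cxcl9 has a second probe set, whose signal was 116 in the FLS pool and 119 in the DS pool, a ratio of 0.977 near the background of the array. The median over both probe sets of Cxcl9 was 1.65. All 3 genes were higher in FLS livers under every scaling of the arrays that was tried. Over these scalings the fold change ranged from 4.24 to 5.00 for Lcn2, from 2.57 to 3.00 for Cxcl1 and from 2.70 to 3.23 for Cxcl9.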

Immunohistochemical studies revealed that these genes are related to the inflammatory process of NASH. We have schematically shown our hypothesis for their role in the pathogenesis of NASH in Figure 6. We found a correlation between hepatic LCN2 protein expression levels and inflammatory foci, suggesting that LCN2 may be a potential inflammatory marker of NASH.

**Figure 6:**
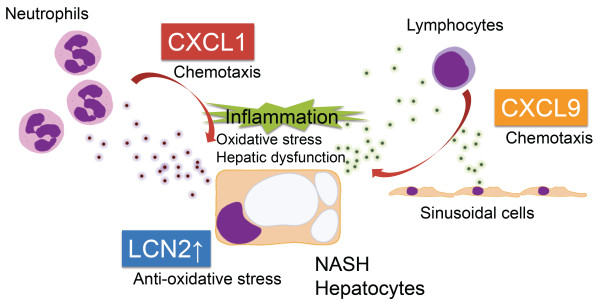
**Hypothesis of the role of LCN2, CXCL1 and CXCL9 in the pathogenesis of NASH.** Inflammatory chemokines, CXCL1 and CXCL9, are produced in the NASH liver and lead to the recruitment of inflammatory cells, such as lymphocytes and neutrophils. Expression of the CXCL1 gene is known to be accompanied by neutrophil infiltration, and to lead to hepatic dysfunction [36]. CXCL9 is a molecule that is chemotactic for lymphocytes [41]. The adipokine, LCN2, was observed in the cytoplasm of parenchymal hepatic cells, especially those in the vicinity of inflammatory cells (Figure 4D). It has been reported that LCN2 plays a role in protecting cells from the toxic effects of oxidative stress [32].

## Abbreviations

NAFLD: Non-alcoholic fatty liver disease; NASH: Non-alcoholic steatohepatitis; FLS: Fatty liver Shionogi; DS: Dd Shionogi; SS: Simple hepatic steatosis; LCN2: Lipocalin-2; CXCL1: Chemokine (C-X-C motif) ligand 1; CXCL9: Chemokine (C-X-C motif) ligand 9; qRT-PCR: Quantitative real-time polymerase chain reaction

## Competing interests

The authors declare that they have no competing interests.

## Authors’ contributions

TS performed the majority of experiments and manuscript writing. MN and FN conceived the study and participated in the study design, performance, coordination and manuscript writing. SN, OO, TI and KN performed and interpreted DNA microarray data. TI participated in analyzing all qRT-PCR. SO performed biochemical tests and analyzed data. KS, MS, SS and KM provided intellectual input into many experiments. FI and OY participated in pathological interpretation. All authors read and approved the final manuscript.

## Pre-publication history

The pre-publication history for this paper can be accessed here:

http://www.biomedcentral.com/1471-230X/13/120/prepub

## Supplementary Material

Additional file 1: Figure S1 Western blot confirmation that LCN2 protein is more strongly expressed in the tissues of FLS mice (n = 3) than DS mice (n = 3). Click here for file

How the deposited data were processed for this re-analysis (not part of the article)

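Liver messenger RNA was measured in 2 samples, 1 pool of 3 FLS mice and 1 pool of 3 DS mice, each on 1 Affymetrix Mouse Genome 430 2.0 array. The deposited signal intensities are on a linear scale. The authors summarized each probe set with the MBEI (PM-only) algorithm, a model of probe responses fitted to the perfect-match probes, and normalized the arrays before deposit. The submitters' processing notes name affy, without a version, and the scaling between the arrays is not given in the sources used here. The signals ran from 38.2 to 32018 in the FLS pool and from 36.6 to 30942 in the DS pool, and the log2 signals of the 2 arrays correlated with a Pearson r of 0.983 across probe sets, which are not replicates.

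From these signals the FLS/DS ratio and its log2 were computed for each of 45101 probe sets, with no offset and no further scaling. The platform annotation used here gave 1 gene symbol to 34958 probe sets and several to 932, and 9211 were unnamed. Probe sets with several symbols were not used for gene values. Symbols were brought up to date through Entrez gene numbers in a table of RefSeq genes for 34754 probe sets, which gave 18194 genes. A gene had the value of its probe set with the highest mean signal. Of the 14 genes of Table 2, 10 were read from the probe set with the accession given there, 3 (Ang, Cxcl1 and Col1a2) from the probe set with the highest mean signal, and 1 (Gdf15) from the probe set whose signals equal those of Table 2.

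The criteria of Figure 1 were an FLS signal above 500 and an FLS/DS ratio of at least 2.0, and the mirror image was counted with DS signals. With 5076 genes above 500 in at least 1 pool, 116 were at least 2-fold higher and 90 at least 2-fold lower on this 1 value per gene, while the numbers of genes in the selection count a gene if any of its probe sets passed. The genes named in the text are the 14 of Table 2, whose values had been read, Actb, the 10 genes with the highest and the 10 with the lowest ratio among those above 500, and up to 4 measured members of each described list with the largest absolute log2 ratio. All other genes, among them Acta2, S100a8, S100a9, Csf3r, Adgre1, Clec4f, Ppp1r3c and those named for their probe sets, were picked out after their values were seen, whether or not this is said beside them. Of 674 names in the 33 gene lists, 590 were found on the array. Lists with at least 3 measured members, 25 in all, were set against 10000 random lists drawn from 20 bins of mean signal, and 12 of them lay outside percentiles 2.5 to 97.5. The lists, the rule for named genes and the alternatives were fixed before the data were examined but after Table 2 was read.

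The alternatives were quantile normalization, centring of the log2 ratios on their median, removal of a loess trend over mean signal (fraction 0.4), division by the Actb ratio, an offset of 50 on both signals, the median over all probe sets of a gene, omission of probe sets whose names end in _x_at or _s_at, signal limits of 200 and 1000 or none, a signal above 500 in both pools, and ratios of 1.5 and 3. Selection counts were also made over genes and at the signal limit that leaves the number printed in Figure 1. Further settings, chosen after the data were seen, were a signal above 500 in either pool, a ratio rounded to 1 decimal, the probe sets that carry the signals of Table 2 and, for the genes of Table 2, a signal above 500 in both pools. Without replicates, a ratio was taken to move if it shifted by more than 0.22 on the log2 scale, the pooled SD between measured probe sets of 1 gene over 1424 genes, and a list median if it shifted by more than the SD of its random lists. A count was taken to move at 1.5 times.

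The calculations were tested on simulated ratios for 18194 genes with a noise SD of 0.2 on the log2 scale. All 100 genes made 3-fold higher and all 100 made 3-fold lower were recovered, 0 of 17994 unchanged genes passed the 2-fold limit, and 9 of 200 lists of unchanged genes lay outside the central range of random lists. Python 3.11.15, numpy 2.4.6, pandas 2.3.3, statsmodels 0.14.6 and matplotlib 3.10.9 were used. The precision is limited by the number of arrays, 2 in all. Pooled RNA averages the mice of a strain and carries no measure of their spread. The qRT-PCR, Western blot and immunohistochemistry data were not analysed here. Gene positions were not used, apart from the order of neighbouring genes, and no coordinates are given.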

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

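The results of this part concern genes outside the focus of the paper, apart from Lcn2 and from Cxcl9, a member of the interferon response list. The lists were picked by a percentile within 0.5 of either end with at least 5 measured members, without those on chemokines, adipokines, acute phase proteins, collagens, stellate cells and the RNase A family described beside the paper's own results, and the single genes as the 3 highest and 3 lowest ratios. These limits and the tests on neutrophil RNA, fasting, the share of hepatocytes and the probe sets within a gene were chosen after results had been seen, while the tests of scaling between the arrays were not.

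Lcn2, which neutrophils also express, was 4.34-fold higher in the FLS pool, with no neutrophil marker above a signal of 500. A difference in scaling between the arrays is argued against, as the lowest Lcn2 ratio over 4 other scalings was 4.24. RNA of infiltrating neutrophils cannot be told apart from expression by liver cells. The largest gain in signal among 11 neutrophil markers was 14.1, for Csf3r, at 307 in FLS and 293 in DS livers. S100a8 and S100a9 were lower in the FLS pool, at 91.5 in FLS and 145 in DS livers for S100a9. However, the signals of S100a8 and S100a9 lie near the array medians, although the paper found neutrophils in FLS livers. Levels of different probe sets, Csf3r included, cannot be compared. A difference between the strains in hepatocytes or in the mononuclear cells where the paper also found the protein stays open and was not tested here. For the protein, the paper counted more LCN2-positive hepatocytes per unit area in FLS than in DS livers.

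Genes of fatty acid synthesis had a median log2 ratio of -0.52 over 19 measured members, at percentile 0, with 5 at least 2-fold lower and 2 at least 2-fold higher, while genes of cholesterol synthesis had 0.95 over 14, at percentile 100, with 6 at least 2-fold higher and none lower. In the first list Me1 had a ratio of 0.0850, Elovl6 of 0.122, Srebf1 of 0.334 and Fasn of 0.348, and in the second Sqle had 5.24, a bound over a DS signal of 122, Msmo1 3.26, Idi1 3.22 and Nsdhl 2.85. Scaling between the arrays is argued against, since the medians over 4 other scalings came no closer to 0 than -0.31 and 0.91, and so is a smaller share of hepatocytes in the FLS pool, since hepatocyte markers had a median of 0.047. Deeper fasting of the FLS mice cannot be told apart from a difference between the strains, because 7 genes induced by fasting had a median of -0.056 with an SD of 0.77, from G6pc at 0.390 to Ppp1r3c at 1.66. The strain difference itself, in mice that the paper uses as models of NASH and simple steatosis, stays untested.

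Probe sets of 1 gene differed in some of the 28 genes with a 4.0-fold probe set and more than 1 measured probe set. In 21 of these genes every other measured probe set was at least 2-fold in the same direction, in 5 (Car3, Deptor, Ola1, Slc17a2 and Uqcr10) another lay within 1.5-fold of 1, and the remaining 2 were Pdhb, with ratios of 0.557 and 0.153, the latter a bound with an FLS signal of 109, and Ctse, with 2.47 and 0.248. In the 21 genes, the other probe sets argue against a sequence or transcript difference between the strains that touches only 1 probe set. In the 5 genes, and in Pdhb and Ctse, such a difference cannot be told apart from a difference in expression. Over all 28 genes, the log2 ratio of the other probe sets had a median of 1.96 with an SD of 1.44 over genes. It was taken in the direction of the 4.0-fold probe set. No probe sequences were used here, so a difference that touches several probe sets of a gene was not tested. Sdhd, a subunit of succinate dehydrogenase, had signals of 64.9 in FLS and 4618 in DS livers on one probe set and 43.0 and 2018 on the other, while the other subunits, looked up after this was seen, had ratios of 0.972 (Sdha), 0.900 (Sdhb) and 0.842 (Sdhc). A strain difference in expression stays open as well and was not tested.

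The log2 ratio was -6.15 for Sdhd, -4.37 for Sdr9c7 and -4.09 for Adgrv1, whose FLS signals of 64.9, 53.6 and 136 lay near or below the array medians, so these values are bounds. It was 4.67 for Wfdc21, 4.31 for Meg3 and 4.32 for Mgst2, the last of these also a bound, with a DS signal of 56.5. Genes of MHC class II and antigen presentation had a median log2 ratio of 0.61 over 10 measured members, at percentile 100. The interferon response list had a median of 0.64 over 8 members, at percentile 99.9. Over all 25 genes of that list without a signal limit it was 0.32, at percentile 100. Fatty acid oxidation genes had a median of 0.21 over 16 members, at percentile 99.6, and NRF2 and oxidative stress genes 0.23 over 18, at percentile 100.0. The median of sex-biased liver genes was -0.31 over 10 members, at percentile 0.16, and -0.11 after division by Actb, and as the list mixes genes higher in males and genes higher in females, its sign has no direction.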

How the results depend on the processing

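No paired analysis was possible because each strain has 1 pooled array. For the leading results, 82 values under the alternatives stayed within their spread of the values given, and 23 moved. The Lcn2 and Cxcl1 probe sets kept a ratio of at least 2.0 in every setting run, and Cxcl9 in all but the median of its probe sets, 1.65. The 14 genes of Table 2 that met the criteria became 13 with quantile normalization, loess or the offset, 13 by the median of probe sets with Gdf15 kept at its own probe set, 12 with a limit of 1000, and 10 with both pools above 500, a setting chosen after the values were seen that drops Orm2, Lcn2, Cxcl9 and Col1a2. The number of probe sets above the limit was 14667 at 200 and 4197 at 1000. It was 4831 as genes and 4828 in the setting that takes genes by the median ratio of their probe sets. These differences follow from what is counted. Probe sets at least 2-fold higher numbered 294 at a limit of 200, 114 at 1000, 325 without one and 76 with both pools above 500, with 496 at a ratio of 1.5, 70 at a ratio of 3 and 86 as genes by median ratio. Of probe sets lower in FLS there were 81 with both pools above 500, 395 at a ratio of 1.5, 73 at a ratio of 3 and 81 as genes by median ratio. The chemokine median was 0.90 after division by Actb, 0.37 by the median of probe sets, 0.22 at a limit of 200, 0.063 without one, and 0.012 at 1000 or with both pools above 500, where Cxcl9 drops out. The adipokine median was 0.21 after division by Actb. Of the 12 lists outside the central range of random lists, 1 median changed sign, that of macrophage and Kupffer cell markers, to 0.26 over the 6 members above 500 in both pools, because this setting removes Adgre1, Clec4f and Vsig4, lower in FLS, and Lgals3, higher in FLS. Medians of lists inside that range or too small to be set against it changed sign as well. Among the other results, 1095 values stayed and 174 moved. Gdf15 has no annotated probe sets for a median, and without a limit the first count is the whole array.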

Differences from the paper's values

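The paper's fold change for Cxcl9 in Table 2 is 28, and the value here is 2.80. The signals that Table 2 prints for Cxcl9 give 2.80 as well. Each alternative set before the data were examined also differed from the paper's 28, with values from 1.65 to 3.23, and so did the probe set with the signals of Table 2, a setting chosen after the values were seen.

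For Ang, the paper's signals are 1512.2 in FLS and 338.5 in DS livers, and the values here are 2415 and 559.7, from the probe set with the highest mean signal. Of the alternatives set before the data were examined, quantile normalization gives 2412 and 569, also apart from the paper's, and the others leave the signals of this probe set as they are. Another probe set of Ang, chosen after the values were seen as the one with the signals of Table 2, gives the paper's values and drops none of the 14 genes. Its fold change was 4.47, which places Ang above Lcn2, as in Table 2. With the value of 4.31 used here, Ang stood below Lcn2 at 4.34.

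Figure 1 prints about 7900 probe sets after the signal step and about 200 after the ratio step, read by eye, and the numbers here are 7413 and 186. A signal above 500 in either pool, chosen after the values were seen, reaches the first number of the figure and leaves 186 after the ratio step. The signal limit that leaves the first number, set before the data were examined, reaches it by construction and gives 194 after the ratio step. The second number, 201, was reached by centring the log2 ratios on their median, set before the data were examined, and also by rounding ratios to 1 decimal, chosen after the values were seen, and matches the figure. No single setting that was run gave both numbers of the figure exactly. The limit in either pool and the rounded ratios, which reach 1 number each, were not run together.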

Other observations

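Of 10 measured genes of MHC class II and antigen presentation, 4 were at least 2-fold higher in FLS livers. The genes of MHC class II molecules H2-Ab1, H2-Eb1 and H2-Aa had fold changes of 4.17, 3.55 and 3.42, and Cd74, the invariant chain, of 2.70. The other 6 had ratios above 1 and below 2. Of 8 measured interferon response genes, 3 were at least 2-fold higher, namely the interferon-inducible GTPase genes Ifi47 (3.14) and Gbp6 (2.60) and Cxcl9, while Ifi27 had a ratio of 0.608. Macrophage and Kupffer cell markers went both ways, with a median log2 ratio of -0.22 over 10 measured members at percentile 1.26, which became 0.26 over the 6 members above 500 in both pools, as that limit removes 3 lower genes and 1 higher gene. Lgals3 had a ratio of 2.63, Lyz1 of 1.67 and Cd9 of 1.53, while Vsig4, a receptor of resident Kupffer cells, had 0.554. NF-kB and cytokine signalling genes had a median of 0.33 over 7 members at percentile 97.49, with Tnfrsf1a at 1.32, Il6ra and Stat3 at 1.28 and Tnfaip2 at 1.26. None of the 7 reached 2-fold, the median was as low as 0.17 under another scaling, and over all 21 genes without a signal limit it was -0.014, at percentile 54.4. Without a signal limit, T and NK cell markers had a median of 0.05 over 19 genes, above the medians of all but 0.5% of random lists, with no signal above 500. The 2 measured B and plasma cell markers, Sdc1 and Ighm, had ratios of 1.07 and 0.777, with a list median of -0.13 that was 0.08 after division by Actb. Endothelial markers had a median of 0.04 over 4 members, at percentile 49.0, with Stab2 at 1.34, Clec4g at 1.08, Eng at 0.977 and Kdr at 0.976. The 2 measured cholangiocyte and progenitor markers were the keratins Krt18 (1.98) and Krt8 (1.71), which hepatocytes also express, with a median of 0.88. Over all 12 of these markers without a signal limit it was 0.049, at percentile 96.3. Among 16 hepatocyte markers none differed by 2-fold, with Glul at 1.45, Ass1 at 1.35, Hnf4a at 1.12 and Asgr1 at 0.867 and percentile 78.8.

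In metabolism, the single fatty acid oxidation gene that differed by 2-fold was Cyp4a14, and Acot1 had a ratio of 1.57, Acaa1a of 1.39 and Acot2 of 1.35. Lipid droplet genes had a median log2 ratio of -0.10 over 14 members, at percentile 3.17, that was 0.11 after division by Actb. Of these, Plin3 had a ratio of 1.82, Plin5 of 1.55, Abhd5 of 0.675 and Fitm1 of 0.390. Bile acid genes had a median of 0.07 over 18 members, at percentile 83.2, with the transporter gene Abcc3 at 2.14, Cyp8b1 at 2.12, Nr0b2 at 1.97 and Cyp7b1 at 0.484. Among NRF2 and oxidative stress genes, the glutathione S-transferase genes Gstm2 (2.39) and Gstm3 (2.01) were at least 2-fold higher, with Srxn1 at 1.71 and Gstm1 at 1.49. Under other scalings of the arrays the number at least 2-fold higher in this list was 1 or 2. Drug metabolism Cyp genes had a median of 0.02 over 20 members, at percentile 44.8, with 3 at least 2-fold higher and Cyp2b13 lower. In this list Cyp2c37 had a ratio of 4.61 and Cyp2c54 of 2.74. ER stress and integrated stress response genes had a median of 0.08 over 15 members, at percentile 66.6, with Trib3 at 4.13, Chac1 at 0.285, Pdia4 at 1.83 and Sdf2l1 at 1.49. The p53 and cell death list had a median of 0.66 over 5 members, at percentile 98.995. Cdkn1a, the cyclin-dependent kinase inhibitor p21, had a ratio of 5.07 in it, a bound over a DS signal of 149, Mdm2 of 1.60, Ccng1 of 1.58 and Gadd45b of 1.21. Over all 14 genes of this list without a signal limit the median was 0.13, at percentile 97.4. The 2 measured cell cycle genes were Ccnd1 and Pcna (1.07), with a median of 1.70 that Ccnd1 carries, and over all 18 cell cycle genes without a signal limit it was 0.00076. Sex-biased genes included Cyp2b13 at 0.122, Ugt2b38 at 0.216 and Elovl3 at 2.02, while Eif2s3y, the measured sex chromosome gene, had a ratio of 0.864, a log2 of -0.21 and signals of 1080.1 in FLS and 1249.5 in DS livers. Circadian genes had a median of -0.13 over 9 members, at percentile 9.88, that was 0.08 after division by Actb, with Nr1d1 at 2.10, Nfil3 at 0.577, Usp2 at 0.585 and Hlf at 0.601. Alas2, the measured erythroid gene, had a ratio of 0.156, a log2 of -2.68. Housekeeping genes had a median of -0.10 over 12 members, at percentile 4.32, that was 0.10 after division by Actb, with Gusb at 0.669, Tfrc at 0.768, Hprt at 0.843 and Ywhaz at 1.19.

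The genes with the lowest FLS/DS ratios after Sdhd (0.0141) were Sdr9c7 (0.0485), Adgrv1 (0.0589), the odorant binding protein gene Obp2a (0.0694), Me1, the thyroid hormone deiodinase gene Dio1 (0.106), Hspb1 (0.109), Cyp2b13, Elovl6 and Socs2 (0.126). FLS signals near the array medians make the ratios of Sdr9c7, Adgrv1, Obp2a, Cyp2b13 and Socs2 bounds, so their order is not fixed. The following genes were picked out after their values were seen. Rian, an imprinted noncoding RNA gene of the same cluster as Meg3, had a signal of 899 in FLS and 107.6 in DS livers, a ratio of 8.35 that is a bound, as the DS signal lies below the array median. The other 3 probe sets of Rian, below 500, had ratios of 1.00, 2.50 and 5.56, the last 2 also bounds, over DS signals of 70.7 and 67.7. The 6 probe sets of Meg3 above 500 in the FLS pool had ratios from 6.28, a bound over a DS signal of 82.8, to 19.8, over a DS signal of 257, and the other 5 from 1.09 to 2.09. Among heat shock genes the ratio was 0.204 for Hspa1a, 0.244 for Dnajb1, 0.367 for Hsph1 and 0.456 for Hspa1b, but 0.805 for Hspe1, 0.878 for Hspa8, 0.888 for Hspd1 and 1.06 for Hspa4. The immediate early gene Fos had a ratio of 0.271.

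Control probe sets along Actb and Gapdh gave lower FLS/DS ratios away from the end where labelling starts. The ratio was 0.875 at the 3' end of Actb, 0.671 in the middle and 0.682 at the 5' end, and 0.860, 0.762 and 0.709 at the same places of Gapdh. For pyruvate carboxylase it was 1.10 at the 3' end and from 0.7996 to 0.849 elsewhere, but 18S ribosomal RNA had 1.12 at the 3' end, 1.54 in the middle and 1.13 at the 5' end. The Actb ratio used for scaling, 0.867, is close to that of its 3' end, and no ratio was adjusted for position along the transcript.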
